A study of Homo sapiens with 6 samples. Its data were reported in "Sequential enhancer state remodelling defines human germline competence and specification" (2022).

How the data were processed

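RNA was sequenced from 6 libraries of human PreME aggregates, 2 each for control (water), PRDM1 overexpression (doxycycline) and SOX17 overexpression (dexamethasone), 12 h after induction. Groups were taken from the treatment and genotype labels. According to the submitters' processing notes and the study's methods, libraries were made with a directional kit after poly(A) selection and sequenced from one end, reads were checked with FastQC 0.11.5, trimmed with Trim Galore 0.4.1 and aligned to GRCh38/hg38 with STAR 2.7.1a, keeping reads with several positions, and reads per Gencode gene were counted with featureCounts using the strand. For SOX17 and PRDM1 the authors counted only reads in untranslated regions, so the deposited values of these genes describe the endogenous loci and not the transgenes. Counts of genes with near-identical copies are less certain, since their reads can align to several positions.

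The authors deposited one table of 58870 genes. Its library columns hold log2(normalised read count + 1), where the authors divided the counts of each library by a DESeq2 size factor. The authors also deposited, for each overexpression group against control, a log2 fold change and an adjusted p-value from DESeq2; these p-values are exactly 1 for 42277 genes with SOX17 and 40230 with PRDM1, undetected genes included. The deposited log2 values were turned back into normalised counts. In each library these are whole multiples of one step, which is what 1 read is worth there (0.777 to 1.37 normalised counts), and 100% of the values came out whole within a tolerance of 0.001, so that the reads on genes per library could be recovered: 13512158 to 21608447. The depth sets the precision of low genes in particular, since a normalised count of 10 stands for few reads. File identifiers were found in the reference annotation (Gencode v44, GRCh38) for 99.4% of genes, of which 81.8% have the same start and end; all coordinates given are those of the deposited table. Replicates correlated at 0.954 (control), 0.971 (PRDM1) and 0.951 (SOX17) across tested genes, with a median absolute log2 difference of 0.271 to 0.333, so no pair holds the same values.

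Because the values are log2 normalised counts and not raw counts, the main test was limma 3.58.1 in R 4.3.3 on the log2 values: one linear model with 3 groups over all 6 libraries, empirical Bayes moderation with a mean-variance trend and 4.32 prior degrees of freedom, and Benjamini-Hochberg adjustment over the genes tested. Genes were tested if they reached 10 normalised counts in at least 2 of the 6 libraries, which left 17764 (30.2%). A gene was called at an adjusted p under 0.05 with an absolute log2 change over 1, the thresholds the study used for this experiment. Fold changes are differences of mean log2(normalised count + 1) and understate the change of low genes. The pseudocount of 1 is that of the deposited values. Data were simulated for the 17764 genes, with known changes placed only in genes with a mean of at least 50 normalised counts. Noise was drawn independently for each gene from the moderated variances, which differ less between genes than the unmoderated ones. For SOX17 against control, 71.2%, 80.6% and 94% of genes changed by 1.5, 2 and 3 on the log2 scale were recovered. For PRDM1 against control these were 66.7%, 77.6% and 95.5%, and 15 unchanged genes were called in each. The recovery may therefore be too high, and an uncalled gene cannot be taken as unchanged. It also does not describe lower genes or libraries whose genes deviate together.

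The comparisons were SOX17 against control, PRDM1 against control and SOX17 against PRDM1. The 27 gene lists were fixed before the data were examined and hold markers of early and late germ cells, pluripotency, mesendoderm, definitive endoderm, yolk sac, mesoderm, neural ectoderm, amnion and endothelium, pathway targets and stress responses, mitochondrially encoded, cell cycle, HOX, chromatin, epithelial and matrix genes, and 5 genes each that the study names as raised by SOX17 or lowered by PRDM1. Of their distinct genes, 405 were tested, 88 lay below the filter and 2 were not analysed here. The individual values of some members are not reported here. Lists were tested with camera (preset correlation 0.01, and again with an estimated correlation) and fry of limma, adjusted over the 27 lists of a comparison. One further list, of sterol and fatty acid synthesis genes, was added after the data had been seen and appears only among the closing observations.

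The genes named in the text follow a rule fixed before the data were examined: endogenous SOX17 and PRDM1, the genes named by the study, the 10 strongest called rises and falls per overexpression comparison and 5 for SOX17 against PRDM1 among protein-coding or lincRNA genes with a mean of at least 50 normalised counts, up to 4 members per list and comparison with the smallest adjusted p, and NR3C1. Beyond the rule, NKD1, NKD2, NOTUM, NANOS3, VLDLR, COL1A1, TSC22D3, ELOVL6, GMPR, LRAT, PPP2R5A and the sterol genes are named, chosen after their values were seen. Normalised counts assigned to NR3C1, the glucocorticoid receptor gene, were 3538 ± 247 in control, 2850 ± 278 with PRDM1 and 6507 ± 2179 with SOX17 (n = 2 each). The study names a dexamethasone-inducible SOX17 construct SOX17-cGR. NR3C1 was not restricted to reads in untranslated regions. Reads from receptor sequence in such a transgene, if present, cannot be told apart here from those of the endogenous gene.

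The overlap of calls between both overexpression comparisons was set beside 100 simulated draws of unchanged groups against the same controls and beside independent lists. GC content and length came from the longest transcript of each gene in the reference annotation (99.6% of tested genes matched). Alternatives were another pseudocount (8), other filters (none, or 50 normalised counts), no mean-variance trend, only the 4 libraries compared, and the replicate number as a block. Further ones were re-centred or quantile-normalised libraries, other thresholds on the log2 fold change (none, or 2), and protein-coding and lincRNA genes only. The last were limma-voom on the recovered reads, the authors' deposited statistics, and leaving out each library in turn. There a lone library of a group is assumed to vary like the other groups. Removal of a loess trend (span 0.3) on GC content and length and thinning of the reads to one depth were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.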

Results

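The data describe the early transcriptional response of human pre-mesendoderm (PreME) aggregates to SOX17 or PRDM1, a pair of transcription factors required for human primordial germ cell (PGC) fate. PreME is a transient state that embryonic stem cells pass through on the way to mesendoderm. The cells carried a fluorescent reporter at the germ cell gene NANOS3 together with a SOX17 transgene induced by dexamethasone and a PRDM1 transgene induced by doxycycline. Aggregates kept without cytokines received 100 μM dexamethasone (SOX17 overexpression), 0.5 μg/ml doxycycline (PRDM1 overexpression) or water (control). Poly(A) RNA was sequenced after 12 h in 2 libraries per group, 6 in all. Reads assigned to genes numbered 17322717 and 13512158 in the control libraries, 20165854 and 21608447 in the PRDM1 libraries and 18345177 and 13676154 in the SOX17 libraries. Mitochondrial ribosomal RNA took 4.14% and 1.35% of these reads in control replicates 1 and 2, 2.01% and 1.11% in the PRDM1 libraries, and 6.64% and 1.22% in the SOX17 libraries. Of 58870 genes in the table, 17764 reached the expression filter and were tested. The first principal component held 50.4% of the variance over these genes and placed both PRDM1 libraries at 95.4 or above, with the control and SOX17 libraries at -25.9 or below. Levels are given below as normalised read counts, mean ± SD with n = 2, and fold changes as log2 differences with their standard error (SE) and the adjusted p-value of limma. A gene is called higher or lower at an adjusted p under 0.05 with a log2 change beyond 1. The submitters describe the libraries as biological replicates, and the p-values measure only the spread between these libraries.

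Whether each factor acts on the endogenous genes of both was examined first, because SOX17 and PRDM1 were counted from reads in their untranslated regions, which the transgenes do not supply. Endogenous PRDM1 (ENSG00000057657, chromosome 6, 105993463 to 106109939, GRCh38) measured 160 ± 77.7 normalised counts in control aggregates, 1590 ± 694 with SOX17 and 32.6 ± 31.9 with PRDM1. Its log2 change with SOX17 was 3.32 (SE 0.753, limma adjusted p = 0.108), which did not pass the threshold, and with PRDM1 it was -2.60 (SE 0.753, limma adjusted p = 0.0579). The latter passed without PRDM1 replicate 1, at -3.77 (adjusted p = 0.0226), and with re-centred libraries, at -2.67 (0.0493). In the authors' deposited table the same comparisons stand at 3.31 with an adjusted p of 0.00304 and at -2.30 with an adjusted p of 0.0341. Both also passed in limma with the replicate number as a block (adjusted p = 0.0284 and 0.0197), though a pairing by number is neither established nor excluded. From luciferase reporters in embryonic stem cells, the paper reports that SOX17 activates the PRDM1 enhancer and promoter. It also reports SOX17 binding at both elements by ChIP-seq, and counts PRDM1 among direct SOX17 targets, partly from these RNA libraries. Knockout data entered its target analysis as well, and CRISPR activation of SOX17 in embryonic stem cells raised PRDM1 mRNA. Set directly against each other, the SOX17 and PRDM1 libraries differed by 5.92 on the log2 scale for this gene (SE 0.753, limma adjusted p = 0.00369). Endogenous SOX17 (ENSG00000164736, chromosome 8, 54457935 to 54460892) measured 94.9 ± 9.19 in control aggregates and fell with PRDM1 to 19.6 ± 14.5, a log2 change of -2.42 (SE 0.571, limma adjusted p = 0.0307). With SOX17 it stood at 136 ± 14.2, and the log2 change of 0.51 (SE 0.571, adjusted p = 0.772) did not pass the threshold, which does not exclude a rise. The fall of SOX17 with PRDM1 was no longer called without control replicate 1 (adjusted p = 0.081), control replicate 2 (0.13) or PRDM1 replicate 2 (-1.64, adjusted p = 0.116), nor without the mean-variance trend of the test (0.0761).

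**Figure D1:**
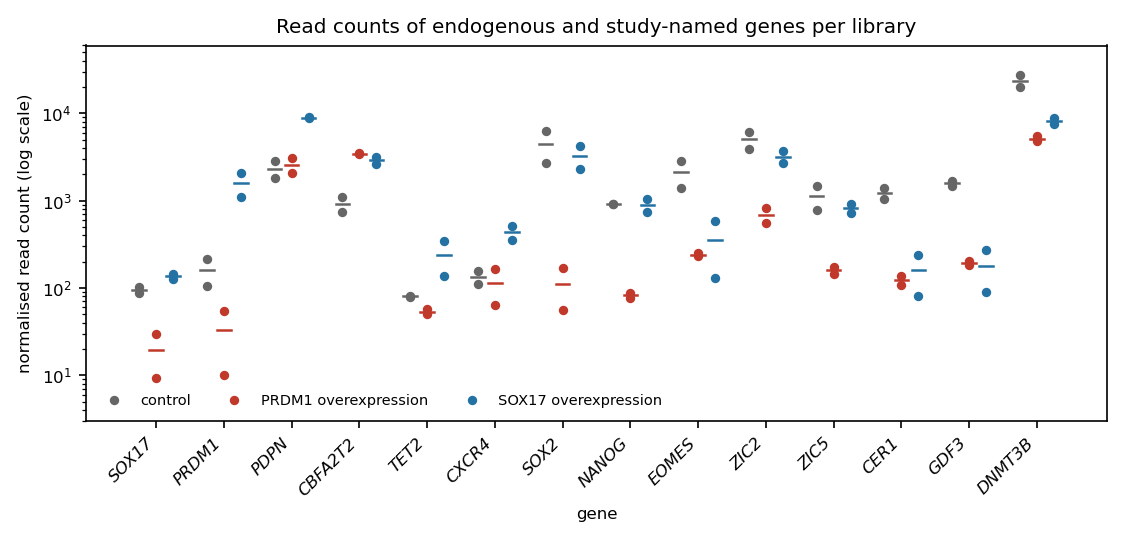
Normalised read counts (log scale) of 14 genes in each of the 6 libraries; points are libraries, short lines are group means of 2, and the distance between the points of one colour is the replicate spread. Endogenous PRDM1 lies at 1590 on average with SOX17 against 160 in control aggregates, and NANOG and ZIC2 lie lower in both PRDM1 libraries than in any other library.

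SOX17 overexpression was compared with control to find the genes that differ. The SOX17 libraries received dexamethasone and the controls water, so responses to SOX17 and to the drug cannot be told apart. PDPN, the gene of the surface glycoprotein podoplanin used to mark PGCs, rose from 2334 ± 718 to 8946 ± 181 (log2 change 1.97, SE 0.244, limma adjusted p = 0.0419). CBFA2T2, which encodes a transcriptional corepressor, rose from 927 ± 255 to 2909 ± 369 (1.67, SE 0.197, adjusted p = 0.0419). Among the strongest rises was that of ANGPTL4, a secreted inhibitor of lipoprotein lipase, from 13.2 ± 5.33 to 305 ± 16.4 (4.48, SE 0.53, adjusted p = 0.0419). The growth factor gene IGF1 (4.45, SE 0.68, adjusted p = 0.0472) and the bHLH factor gene MSC (4.36, SE 0.604, adjusted p = 0.0429) rose as well. LAMA4, a laminin chain gene, rose from 165 ± 5.70 to 1473 ± 510 (3.11, SE 0.297, adjusted p = 0.0419). GDF3, a NODAL-related ligand, fell from 1581 ± 148 to 180 ± 129 (-3.33, SE 0.463, adjusted p = 0.0429). CER1, a secreted NODAL, BMP and WNT antagonist, fell from 1214 ± 249 to 159 ± 111 (-3.11, SE 0.476, adjusted p = 0.0473). In the authors' deposited DESeq2 statistics the fall of CER1 did not pass (adjusted p = 0.138). The de novo DNA methyltransferase gene DNMT3B fell from 23639 ± 5362 to 8255 ± 842 (-1.5, SE 0.169, adjusted p = 0.0419). TNFRSF8, the gene of the CD30 receptor, fell from 823 ± 27.4 to 187 ± 24.7 (-2.14, SE 0.2, adjusted p = 0.0419).

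In all, 87 genes were called higher and 16 lower with SOX17 at adjusted p-values between 0.0419 and 0.0496, and 2501 genes had an unadjusted p under 0.05. Rises and falls were ranked among protein-coding or lincRNA genes with a mean of at least 50 normalised counts. The other genes with the strongest rises were FRY, THBD, FGFBP3, GABRQ, GALNT16 and MFSD6, with log2 changes from 2.98 to 3.73. Those with the strongest falls were LDB2, PLEKHG6, VANGL1, RBM47, ALDH3A2 and DTWD2, from -2.20 to -1.29. These calls rest on the spread of all libraries, the PRDM1 libraries among them. Limma called 0 genes without control replicate 2 (1859 at an unadjusted p under 0.05), PRDM1 replicate 1 (2122), PRDM1 replicate 2 (2128) or SOX17 replicate 2 (1597). It also called 0 without the mean-variance trend (2220) or with only the 4 libraries compared (2174). Limma-voom on the reads of all 6 libraries called 87 genes, and the authors' deposited table holds 595. With the replicate number as a block, a pairing neither established nor excluded, limma called 362 genes higher and 121 lower. Without SOX17 replicate 1 limma called 152 genes higher and 94 lower, but not ANGPTL4, IGF1, VCAN, LDB2, MFSD6, ALDH3A2, DTWD2 or DKK3 (adjusted p = 0.0504 to 0.0866). Without control replicate 1 it called 71 genes, 9 of them lower. Not among those were GDF3, CER1, IGF1, FRY, THBD, GALNT16, MFSD6, PLEKHG6, VANGL1, RBM47, ALDH3A2, DTWD2, FLRT3, PCNA and DKK3 (adjusted p = 0.0516 to 0.12).

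The lists of genes fixed before the data were examined place these changes in pathways. Of 14 NODAL target genes, 2 fell with SOX17 (GDF3 and CER1), 12 were not called, and 10 were lower when adjusted over the list alone. The list median was -1.80 (camera adjusted p = 6.46e-11, and adjusted p = 0.501 with an estimated correlation). EOMES, a mesendoderm T-box factor in that list, measured 2113 ± 1011 in control and 358 ± 323 with SOX17 (-2.84, SE 0.647, adjusted p = 0.108). LEFTY2, a NODAL inhibitor, measured 1224 ± 156 and 371 ± 235 (-1.88, SE 0.395, adjusted p = 0.0921). Mesendoderm genes had a median of -1.44 with 1 of 23 lower, CER1 (6 adjusted over the list alone, camera adjusted p = 1.39e-08, and adjusted p = 0.501 with an estimated correlation). CER1, counted in both lists, did not pass in the authors' deposited table, as given above. Cell cycle genes had a median of -0.44 with 1 of 22 lower, the replication clamp gene PCNA (2 adjusted over the list alone, camera adjusted p = 5.66e-08, and adjusted p = 0.501 with an estimated correlation). Pluripotency genes had a median of -0.42, with DNMT3B and GDF3 lower among 20 (4 adjusted over the list alone; camera adjusted p = 2.33e-07, and adjusted p = 0.248 with an estimated correlation). NANOG stood at 920 ± 12.0 in control and 892 ± 201.3 with SOX17 (-0.06, SE 0.223, adjusted p = 0.945).

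Early PGC genes were shifted upwards with SOX17 by camera, with a median of 0.61. PDPN and CBFA2T2 rose among 17 tested, 15 were not called and 6 were higher when adjusted over the list alone (camera adjusted p = 3.48e-05, and adjusted p = 0.501 with an estimated correlation). This list holds the 5 genes that the study names as raised by SOX17, which were picked from these libraries and are not independent evidence. Of those 5, PDPN and CBFA2T2 were called, all 5 were higher when adjusted over the list alone, and the list median was 1.69 (camera adjusted p = 8.91e-07, and adjusted p = 0.501 with an estimated correlation). PRDM1 is described above. The chemokine receptor gene CXCR4 measured 135 ± 33.3 in control and 438 ± 112 with SOX17 (1.69, SE 0.468, adjusted p = 0.16). The DNA demethylation enzyme gene TET2 measured 80.2 ± 1.3 and 241 ± 146 (1.43, SE 0.473, adjusted p = 0.234). Glucocorticoid response genes had a median of 0.35, with ANGPTL4 and the stress gene DDIT4 higher among 26 (5 adjusted over the list alone; camera adjusted p = 0.0226, and adjusted p = 0.526 with an estimated correlation). Integrated stress response genes had a median of 0.25, with DDIT4 higher among 23 (3 adjusted over the list alone; camera adjusted p = 0.0111, and adjusted p = 0.589 with an estimated correlation). The camera call of the glucocorticoid list was lost without control replicate 2 (adjusted p = 0.0596) or SOX17 replicate 1 (0.194), and that of the stress list without the same libraries (0.0775 and 0.0564).

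For the other 19 lists the camera test found no shift with SOX17. Definitive endoderm genes had a median of 0.18, with the adhesion gene FLRT3 higher and CER1 lower among 18 (4 and 1 adjusted over the list alone; camera adjusted p = 0.498). Neither FLRT3 nor CER1 passed in the authors' deposited DESeq2 statistics (adjusted p = 0.298 and 0.138). Extracellular matrix and migration genes had a median of 0.15, with LAMA4 higher and the proteoglycan gene VCAN lower among 24 (3 and 1 adjusted over the list alone, camera adjusted p = 0.229). DNA methylation and chromatin repressor genes had a median of -0.19, with CBFA2T2 higher and DNMT3B lower among 22 (the same counts adjusted over the list alone, camera adjusted p = 0.0936). WNT ligands, receptors and inhibitors had a median of 0.11, with the secreted protein gene DKK3 higher among 34 (1 adjusted over the list alone, camera adjusted p = 0.955). No member was called over all genes tested among the remaining lists. Their medians and camera adjusted p-values were -0.01 and 0.38 for late germ cell genes (5 tested), 0.36 and 0.495 for yolk sac and visceral endoderm genes (10), -0.25 and 0.771 for mesoderm genes (18), 0.02 and 0.81 for neural and anterior ectoderm genes (21), and 0.13 and 0.489 for amnion and trophectoderm genes (14). They were 0.31 and 0.186 for endothelial and haemogenic genes (19), -0.32 and 0.101 for WNT target genes (20), and 0.29 and 0.422 for BMP target genes (19). They were -0.17 and 0.254 for FGF and ERK feedback genes (16), 0.19 and 0.293 for mitochondrially encoded genes (13), 0.19 and 0.86 for immediate early genes (18), -0.02 and 0.972 for p53 target genes (16), -1.06 and 0.229 for HOX genes (5), and 0.14 and 0.13 for epithelial and EMT genes (20). They were -0.41 and 0.101 for the 5 genes the study names as lowered by PRDM1. A pair of these lists passed in opposite directions depending on which SOX17 library was left out. Mesoderm genes had a median of -1.18 without SOX17 replicate 1 (camera adjusted p = 0.0124) and 0.96 without SOX17 replicate 2 (0.0168). Mitochondrially encoded genes had medians of -0.22 (0.0196) and 0.52 (1.79e-08) in the same fits. Adjusted over the list alone, 1 WNT target was higher and 1 lower, 1 BMP target and 1 p53 target were higher, and 2 epithelial and EMT genes were higher. Counted the same way, 1 immediate early gene was lower, as was 1 gene in the list named by the study. The median and the mean or the test differed in sign for the late germ cell, WNT ligand, immediate early and p53 target lists.

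PRDM1 overexpression was compared with control in the same way. Here the drug was doxycycline, and responses to it and to PRDM1 cannot be told apart either. SOX2, a core pluripotency and neural factor, fell from 4503 ± 2548 to 112 ± 78.7 (log2 change -5.40, SE 0.58, limma adjusted p = 0.00222). The pluripotency factor NANOG fell from 920 ± 12.0 to 82.9 ± 8.16 (-3.46, SE 0.223, adjusted p = 0.000698). OTX2, an anterior epiblast and neural homeobox factor, fell from 1188 ± 883 to 57.6 ± 7.77 (-4.12, SE 0.558, adjusted p = 0.00482). The mesendoderm factor TBXT fell from 1671 ± 696 to 324 ± 31.6 (-2.30, SE 0.286, adjusted p = 0.00352). Among protein-coding or lincRNA genes with a mean of at least 50 normalised counts, the strongest fall was that of CXCL12. This gene of a chemokine that guides migrating cells fell from 1150 ± 172 to 22.9 ± 15.9 (-5.76, SE 0.62, adjusted p = 0.00222). The keratin gene KRT19 rose from 3134 ± 289 to 9546 ± 49.3 (1.61, SE 0.122, adjusted p = 0.000819) and the tight junction gene CLDN3 from 51.6 ± 2.29 to 614 ± 93.7 (3.54, SE 0.281, adjusted p = 0.000952). CBFA2T2 rose with PRDM1 as well, to 3454 ± 63.9 (1.92, SE 0.197, adjusted p = 0.00192).

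In all, 920 genes were called higher and 986 lower with PRDM1. Under the same limits on gene type and mean count, the strongest rises were those of GIPR, MYADML2, HSBP1L1, SPI1, GPR4, EPN3, SLC7A4, KCNF1, KRT80 and MISP. Their log2 changes ran from 3.91 to 4.50, with control means of 87.0 or less. GIPR lost its call without PRDM1 replicate 2 and the other 9 without either PRDM1 library (adjusted p = 0.053 to 0.197). Without control replicate 2, EPN3, GPR4, HSBP1L1, KRT80, MYADML2, SLC7A4 and SPI1 lost it too (0.0559 to 0.173), as did GPR4 without control replicate 1 (0.0862). The other strong falls were those of HEY2, GRHL2, RORB, TRIM22 and the noncoding genes AL392023.1, AP000943.2, LINC01108 and LINC00678, from -5.52 to -5.08. Of these, HEY2 lost its call without control replicate 2 (0.081), and TRIM22 without control replicate 2 (0.062) or PRDM1 replicate 2 (0.0556). The transcripts of genes called higher had a median GC content of 59.3% and those of genes called lower 45%, against 48.5% over all tested genes. The counts fell to 218 higher and 603 lower without PRDM1 replicate 1, 181 and 488 without PRDM1 replicate 2, and 281 and 524 without control replicate 2. They were 448 and 613 without the mean-variance trend, while the authors' deposited table holds 1462 higher and 1268 lower. After removal of the GC content and length trend, an alternative chosen after seeing the data, 614 of the 920 higher and 899 of the 986 lower genes kept their call.

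Several fixed lists fell with PRDM1. Of 20 pluripotency genes, 14 were lower, 6 were not called and 15 were lower when adjusted over the list alone, with a median of -1.97 (camera adjusted p = 9.88e-12, and adjusted p = 0.113 with an estimated correlation). Examples besides NANOG are SALL2 (-2.52, SE 0.138, adjusted p = 0.000507) and VRTN (-2.25, SE 0.147, adjusted p = 0.000698). Of 21 neural and anterior ectoderm genes, 10 were lower, with a median of -2.58. Adjusted over the list alone, 12 were lower and 1 higher (camera adjusted p = 3.4e-05, and adjusted p = 0.162 with an estimated correlation). Of 23 mesendoderm genes, 12 were lower (13 adjusted over the list alone), with a median of -2.30 (camera adjusted p = 0.000109, and adjusted p = 0.543 with an estimated correlation). Among them were the activin antagonist gene FST (-3.45, SE 0.368, adjusted p = 0.00216) and the WNT-responsive factor gene SP5 (-3.31, SE 0.413, adjusted p = 0.00358). Of 24 extracellular matrix and migration genes, 12 were lower, the same number adjusted over the list alone, with a median of -1.16 (camera adjusted p = 9.33e-06, and adjusted p = 0.229 with an estimated correlation). Among them VCAN fell from 22065 ± 5805 to 3330 ± 21.1 (-2.70, SE 0.17, adjusted p = 0.000697). LAMA4, which rose with SOX17, fell with PRDM1 (-1.73, SE 0.297, adjusted p = 0.0109), a call lost without control replicate 2 (0.0598), PRDM1 replicate 1 (0.0601) or PRDM1 replicate 2 (0.0581).

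The genes picked by the study were examined on their own. The 5 that it names as lowered by PRDM1 were all lower, also adjusted over the list alone, which is not independent evidence since they were picked from these libraries. Beside SOX2 they include the zinc finger factor genes ZIC2 (-2.85, SE 0.274, limma adjusted p = 0.00158) and ZIC5 (-2.76, SE 0.306, adjusted p = 0.00243), and EOMES (-3.05, SE 0.647, adjusted p = 0.0216). Their median was -3.05 (camera adjusted p = 3.28e-05, and adjusted p = 0.162 with an estimated correlation). SOX2, ZIC2 and ZIC5 kept their calls in each fit with 1 library left out. EOMES lost its call without control replicate 1 (0.0835), control replicate 2 (0.0529), PRDM1 replicate 1 (0.114) or PRDM1 replicate 2 (0.108), and without the trend (0.0983).

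Endoderm, signalling and housekeeping lists were tested next with PRDM1. Of 18 definitive endoderm genes, 6 were lower and 12 not called (8 lower adjusted over the list alone), with a median of -1.32 (camera adjusted p = 0.00673, and adjusted p = 0.229 with an estimated correlation). Of 14 NODAL targets, 5 were lower (5 adjusted over the list alone), with a median of -1.38 (camera adjusted p = 0.014, and adjusted p = 0.65 with an estimated correlation). LEFTY2 stood at 1310 ± 81.3 (0.10, SE 0.395, adjusted p = 0.887). Of 20 WNT target and feedback genes, 8 were lower and 3 higher (8 and 4 adjusted over the list alone), with a median of -0.95. AXIN2 fell (-1.32, SE 0.152, limma adjusted p = 0.00262), while NKD1, NKD2 and NOTUM, all known as feedback inhibitors of WNT signalling, rose. Of 19 BMP targets, 2 were lower (4 adjusted over the list alone), with a median of -0.95. The WNT and BMP lists had camera adjusted p-values of 0.0296 and 0.01, and each gave an adjusted p = 0.543 with an estimated correlation. The WNT call was lost without control replicate 1 (0.0625), PRDM1 replicate 1 (0.0503) or SOX17 replicate 1 (0.0512), and the BMP call without control replicate 1 (0.0568). Cell cycle genes had a median of -0.25 with 3 of 22 lower (3 adjusted over the list alone, camera adjusted p = 0.014, and adjusted p = 0.543 with an estimated correlation). The camera call was lost without control replicate 1 (0.0567). DNA methylation and chromatin repressor genes had a median of -0.53 with 5 lower and 2 higher among 22 (the same counts adjusted over the list alone, camera adjusted p = 0.0395, and adjusted p = 0.543 with an estimated correlation). That call was lost without PRDM1 replicate 2 (0.0973), control replicate 1 (0.0568), SOX17 replicate 1 (0.0545) or SOX17 replicate 2 (0.0557). Mitochondrially encoded genes had a median of -0.31 and none of 13 was called, over all genes or adjusted over the list alone (camera adjusted p = 0.0346, and adjusted p = 0.752 with an estimated correlation). This call was lost without control replicate 1 (0.248) or PRDM1 replicate 2 (0.12).

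Integrated stress response genes were shifted upwards with PRDM1 by camera, with 7 of 23 higher, 3 lower and 13 not called, the same counts adjusted over the list alone, and a median of 0.51 (adjusted p = 0.0126, and adjusted p = 0.543 with an estimated correlation). The pseudokinase gene TRIB3 rose from 184 ± 123 to 886 ± 244 (2.41, SE 0.446, limma adjusted p = 0.0141). The cysteine synthesis enzyme gene CTH rose from 372 ± 101 to 1668 ± 794 (2.10, SE 0.349, adjusted p = 0.00987), while ATF3, SLC7A11 and VLDLR were lower. TRIB3 lost its call without PRDM1 replicate 1 (0.0957) or 2 (0.0591), and CTH without control replicate 2 (0.0579) or PRDM1 replicate 2 (0.0521). Neither passed without the mean-variance trend (0.0748 and 0.0637). ATF3 lost its call without control replicate 1 (0.152), PRDM1 replicate 1 (0.14) or 2 (0.184), and SLC7A11 without control replicate 1 (0.0864) or 2 (0.102) or PRDM1 replicate 1 (0.138) or 2 (0.126). The list's camera call was lost without PRDM1 replicate 2 (adjusted p = 0.114). 

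The other 14 lists were not called by camera with PRDM1. Early PGC genes had a median of 0.07. CBFA2T2 and NANOS3 were higher and SOX17, the receptor gene KIT and PRDM14 lower among 17 (3 and 4 adjusted over the list alone; camera adjusted p = 0.847). NANOS3 was listed at 0 in both control libraries and at 23.5 ± 20 with PRDM1. KIT lost its call without control replicate 1 (0.0511) or 2 (0.0601) or PRDM1 replicate 2 (0.0647), and SOX17 as given above. Amnion and trophectoderm genes had a median of -0.54 but a mean of 0.36, with KRT7, KRT19 and IGFBP3 higher among 14 (4 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.53). KRT7 lost its call without control replicate 2 (0.0766), PRDM1 replicate 1 (0.0979) or 2 (0.0714), and IGFBP3 without control replicate 2 (0.191), PRDM1 replicate 1 (0.0827) or 2 (0.227). Epithelial and EMT genes had a median of -0.18, with the tight junction genes CLDN3 and CLDN4 and the collagen gene COL1A1 higher and 5 lower among 20 (3 and 6 adjusted over the list alone, camera adjusted p = 0.316). WNT ligands, receptors and inhibitors had a median of -0.43, with 3 higher and 7 lower among 34 (5 and 9 adjusted over the list alone, camera adjusted p = 0.347). The receptor gene FZD7 fell (-3.99, SE 0.412, adjusted p = 0.00198). FGF and ERK feedback genes had a median of -0.04, with 1 higher and 2 lower among 16 (the same counts adjusted over the list alone, camera adjusted p = 0.464). Among these the ETS factor gene ETV1 fell from 1472 ± 476 to 88.4 ± 6.29 (-4.01, SE 0.254, adjusted p = 0.000697).

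The remaining lists held fewer calls with PRDM1. Medians, calls among the genes tested, calls adjusted over the list alone and camera adjusted p-values were -0.73, 5 lower of 18, 6 lower and 0.146 for mesoderm genes, and 0.39, 1 higher of 5, 1 higher and 0.167 for late germ cell genes. They were 0.40, 1 higher of 10, 1 higher and 0.371 for yolk sac and visceral endoderm genes, and 0.11, 2 higher and 1 lower of 19, 4 higher and 1 lower, and 0.316 for endothelial and haemogenic genes. They were 0.40, 4 higher and 2 lower of 26, 5 higher and 2 lower, and 0.35 for glucocorticoid response genes, and 0.01, 2 higher and 2 lower of 18, 3 of each, and 0.81 for immediate early genes. They were 0.37, 1 higher and 1 lower of 16, the same counts, and 0.313 for p53 targets, and -1.83, 1 lower of 5, 1 lower and 0.227 for HOX genes. They were -0.37, 1 higher of 5, 1 higher and 1 lower, and 0.899 for the genes named by the study as raised by SOX17. In that last list the test pointed up although the median and mean lay below 0. The self-contained test fry, which asks whether the genes of a list move on balance one way, passed for 6 of the 27 lists with PRDM1. These were pluripotency, definitive endoderm, neural, DNA methylation, extracellular matrix and the list named by the study as lowered. It passed for none with SOX17, where camera with its preset correlation called 8 and with an estimated correlation none.

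**Figure D2:**
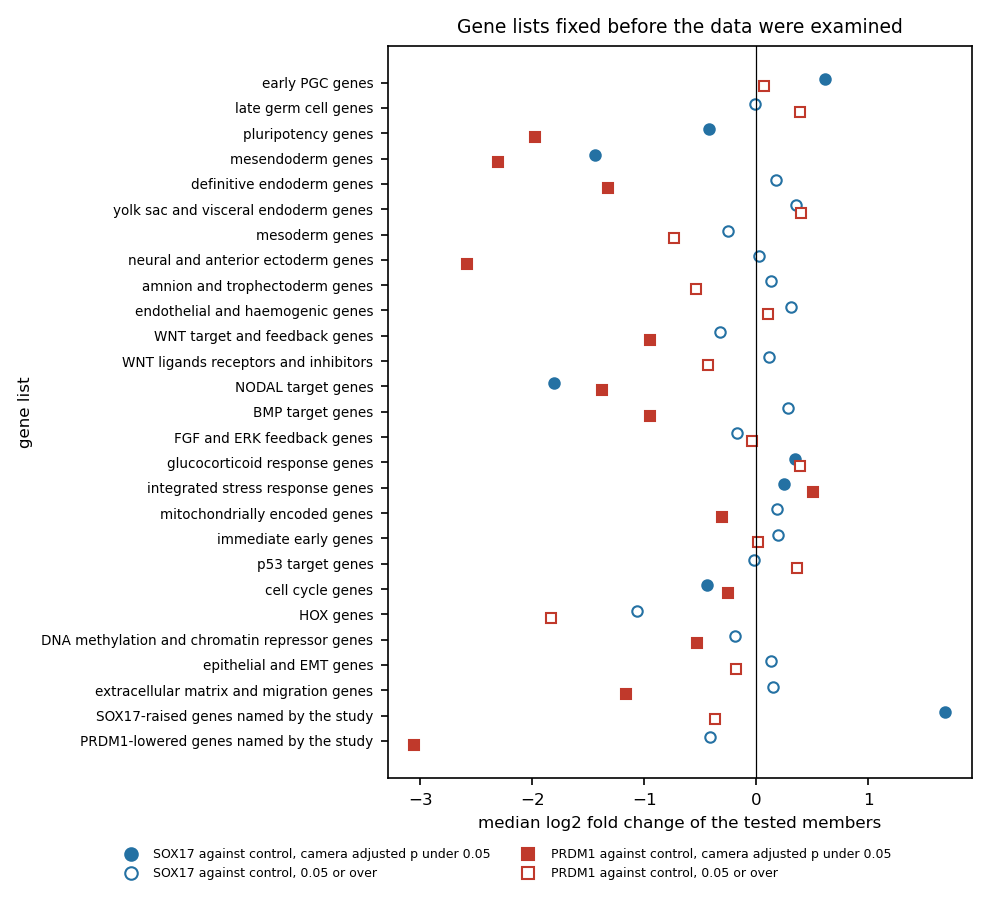
Median log2 fold change of the tested members of each of 27 gene lists, for SOX17 against control (circles) and PRDM1 against control (squares); filled symbols mark a camera adjusted p under 0.05 at the preset correlation, none of which passed with an estimated correlation. With PRDM1 the neural (-2.58), mesendoderm (-2.30) and pluripotency (-1.97) lists lie far below 0, and with SOX17 the NODAL target list (-1.80) does.

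The SOX17 and PRDM1 libraries were then compared with each other, which tests whether the responses differ, with the control libraries entering the estimate of the spread but not the difference. Higher with SOX17 than with PRDM1 were endogenous PRDM1, as given above, SOX21, a neural SOX factor gene (5.87, SE 0.67, limma adjusted p = 0.00254), and IGF1 (5.54, SE 0.68, adjusted p = 0.0033). Also higher were the WNT and FGF modulator gene SHISA3 (5.48, SE 0.861, adjusted p = 0.00773) and NEDD9, a scaffold of integrin signalling (5.43, SE 0.601, adjusted p = 0.00232). Lower were TLE6 (-4.54, SE 1.2, adjusted p = 0.0455) and the caudal homeobox gene CDX1, at 228 ± 259 against 2907 ± 158 (-4.40, SE 1.01, adjusted p = 0.0284). Lower too were SLC7A4 (-4.30, SE 1.04, adjusted p = 0.0337), KISS1R (-4.23, SE 1.0, adjusted p = 0.032) and CHRNA4 (-4.22, SE 1.04, adjusted p = 0.0358). SOX2 differed by 4.98 (SE 0.58, adjusted p = 0.00275) and NANOG by 3.40 (SE 0.223, adjusted p = 0.000877), both higher with SOX17. So did the endoderm factor gene FOXA2 by 3.17 (SE 0.329, adjusted p = 0.00201) and PDPN by 1.82 (SE 0.244, adjusted p = 0.00436), while EOMES (0.21, SE 0.647, adjusted p = 0.864) and CBFA2T2 (-0.25, SE 0.197, adjusted p = 0.436) did not pass.

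In all, 1186 genes were higher and 754 lower with SOX17 than with PRDM1. Camera called 9 of the 27 lists, none of them with an estimated correlation, and fry called 6. Extracellular matrix and migration genes had a median of 1.34 with 14 of 24 higher, 14 adjusted over the list alone (camera adjusted p = 1.33e-07, and adjusted p = 0.201 with an estimated correlation). Pluripotency genes had a median of 1.02 with 8 higher and 1 lower of 20, the same counts adjusted over the list alone (camera adjusted p = 5.79e-06, and adjusted p = 0.172 with an estimated correlation). Neural and anterior ectoderm genes had a median of 2.72 with 12 of 21 higher, and 14 higher and 1 lower adjusted over the list alone (camera adjusted p = 9.22e-06, and adjusted p = 0.172 with an estimated correlation). Definitive endoderm genes had a median of 1.73 with 8 higher and 1 lower of 18, 10 and 1 adjusted over the list alone (camera adjusted p = 0.00492, and adjusted p = 0.221 with an estimated correlation). BMP targets had a median of 1.28 with 7 of 19 higher, 8 adjusted over the list alone (camera adjusted p = 0.00492, and adjusted p = 0.453 with an estimated correlation). Epithelial and EMT genes had a median of 0.61 with 5 higher and 2 lower of 20, 8 and 2 adjusted over the list alone (camera adjusted p = 0.0475, and adjusted p = 0.352 with an estimated correlation). Mitochondrially encoded genes had a median of 0.45 with none of 13 called (camera adjusted p = 0.00492, and adjusted p = 0.864 with an estimated correlation). In each list named by the study 4 of 5 genes were higher, also adjusted over the list alone, which is not independent evidence. For the list named as raised by SOX17 the camera adjusted p was 0.0111 (adjusted p = 0.565 with an estimated correlation), and for the list named as lowered by PRDM1 it was 0.000858 (adjusted p = 0.201 with an estimated correlation). The median and the mean or the test differed in sign for the yolk sac, amnion, endothelial and FGF lists.

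The counts between SOX17 and PRDM1 depended on single libraries. They were 732 higher and 161 lower without PRDM1 replicate 1, 562 and 113 without PRDM1 replicate 2, and 588 and 184 without SOX17 replicate 2. Without the mean-variance trend they were 665 and 267. TLE6, CDX1, SLC7A4, KISS1R and CHRNA4 lost their calls when any 1 of those 3 libraries was left out (adjusted p = 0.0606 to 0.19), and SHISA3 without SOX17 replicate 2 (0.0565). The epithelial list lost its camera call without control replicate 2 (0.0506), PRDM1 replicate 1 (0.0739) or SOX17 replicate 1 (0.12). The mitochondrial and BMP lists lost theirs without SOX17 replicate 1 (0.331 and 0.0643), the library with the highest mitochondrial ribosomal RNA share at 6.64%.

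The overlap of both responses was counted per direction. The genes lower with both factors numbered 14, among them GDF3, CER1, DNMT3B, VCAN, LDB2 and TNFRSF8, where independent lists of these sizes would share 0.888. Of these, CER1 did not pass with SOX17 in the authors' deposited table, as given above. Unchanged groups simulated against the same controls shared none in any of 100 draws. Without effects few genes are called at all, so the simulated count does not show what shared controls add to lists of these sizes. Those higher with both numbered 8, among them CBFA2T2, DDIT4 and GABRQ, against 4.51 for independent lists and a simulated mean of 0.01. A further 5 genes were higher with SOX17 and lower with PRDM1, against 4.83 for independent lists, and none went the other way. The 5 are LAMA4 and, named after their values were seen, ELOVL6, GMPR, LRAT and PPP2R5A. No gene was shared where leaving out a library ended the calls with SOX17. Across genes, which are not independent replicates, the fold changes of the 2 comparisons had a correlation of 0.325, where unchanged groups give 0.5 through the shared controls. The covariance was 0.281 beside a simulated 0.184, a difference of 0.097. With 2 control libraries a split would leave 1 to each comparison. It was not made here, and part of these overlaps may come from the shared controls.

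**Figure D3:**
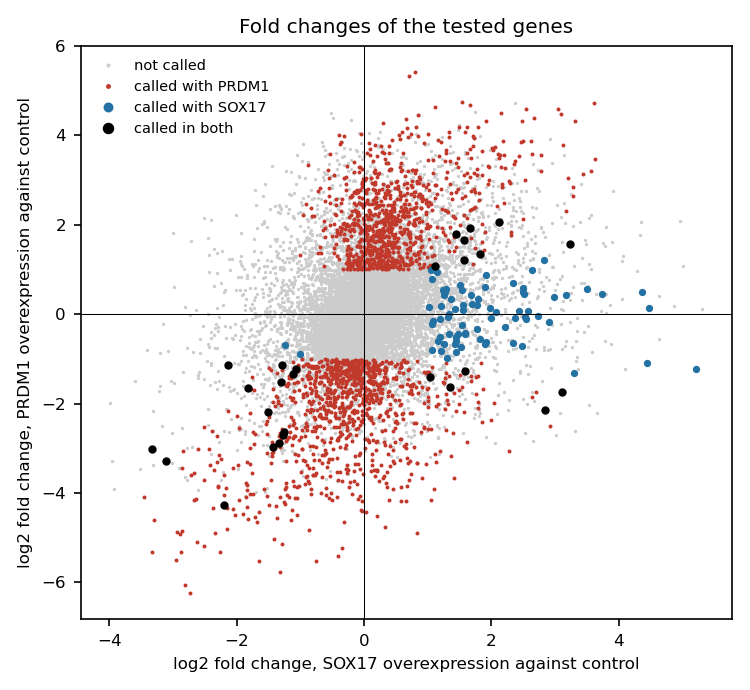
Log2 fold change of tested genes with SOX17 (horizontal) and with PRDM1 (vertical), both against the same 2 control libraries. Colours mark genes called with PRDM1, with SOX17 or with both. The points of some of the 17764 tested genes are not shown, while the counts given here cover all of them. The 103 SOX17 calls lie mostly to the right, the 1906 PRDM1 calls above and below in similar numbers, and 14 of the genes called in both lie at the lower left.

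The direction of the calls was compared because the study describes SOX17 as mainly an activator and PRDM1 as mainly a repressor, there for genes bound by each factor and here for all called genes. Higher genes made up 84.5% of the 103 calls with SOX17 (95% Clopper-Pearson interval 76% to 90.9%, covering counting error only) and 48.3% of the 1906 calls with PRDM1 (46% to 50.5%). The share with SOX17 was 61.8% without SOX17 replicate 1, where 152 genes were higher and 94 lower. For PRDM1 it ranged from 26.6% without PRDM1 replicate 1 to 54.3% without control replicate 1, with 27.1% without PRDM1 replicate 2 and 34.9% without control replicate 2. At the planned threshold of 2 on the log2 change, 468 genes were higher and 460 lower with PRDM1 (50.4% higher). With SOX17 these were 30 and 4 (88.2%). Beyond 16-fold, a cut not among the planned thresholds, 30 were higher and 76 lower with PRDM1, and 4 were higher and none lower with SOX17.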

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

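The alternatives with the GC content and length trend removed and with reads thinned to one depth were chosen after seeing the data, and all other alternatives beforehand. With SOX17 against control, no gene passed in limma without the mean-variance trend (0 higher and 0 lower, 2220 at an unadjusted p under 0.05). None passed with only the 4 libraries compared (0 and 0, 2174 at an unadjusted p under 0.05), a fit without the PRDM1 libraries. The same setting called 2049 genes with PRDM1 against control and 2049 with SOX17 against PRDM1. The median absolute log2 difference between replicates was 0.271 with PRDM1, 0.316 in control and 0.333 with SOX17. The SOX17 calls thus depended on the PRDM1 libraries entering the estimate of the spread. A threshold of 2 on the log2 fold change left 30 higher and 4 lower, by construction. The authors' deposited table gave 466 and 129, with 85 and 14 of the genes called here and none in the opposite direction. Leaving out 1 library gave 0 to 152 genes higher, 0 to 94 lower and shares of higher genes from 61.8% to 87.3%, the lowest share without SOX17 replicate 1. The share is undefined where limma called 0, without control replicate 2, either PRDM1 library or SOX17 replicate 2 (1597 to 2128 at an unadjusted p under 0.05, with limma-voom on all 6 libraries calling 87). With PRDM1 against control, there were 448 higher and 613 lower without the trend (share higher 42.2%), and 468 and 460 at a log2 fold threshold of 2. With no fold threshold 1528 were lower (44.3%), and 1462 were higher in the authors' deposited table (53.6%). That share was 52.3% with a pseudocount of 8, 45.8% with no filter, 52.8% with the 4 libraries compared, 43.9% with re-centred libraries, 44.5% after quantile normalisation, 51.1% by limma-voom and 39.9% with the GC content and length trend removed. Leaving out 1 library gave 181 to 1052 higher, 488 to 995 lower and shares from 26.6% (without PRDM1 replicate 1) to 54.3%, with the lowest counts without PRDM1 replicate 2. With SOX17 against PRDM1, there were 665 higher and 267 lower without the trend (71.4%) and 584 and 333 at a log2 fold threshold of 2 (63.7%). That share was 56.7% with a pseudocount of 8, 56.8% with the 4 libraries compared, 58.9% after quantile normalisation, 58% by limma-voom and 67.6% with the GC content and length trend removed. Leaving out 1 library gave 562 to 1191 higher, 113 to 945 lower and shares from 53.2% (without SOX17 replicate 1) to 83.3%, with the lowest counts and highest share without PRDM1 replicate 2. With no fold threshold 14 genes were higher in both overexpression comparisons. Endogenous SOX17 with PRDM1 stayed at -2.42 without the trend but did not pass (adjusted p = 0.0761), and ranged from -3.21 to -1.64 with 1 library left out, no longer passing without either control or PRDM1 replicate 2. Endogenous PRDM1 with SOX17 passed in the authors' deposited table (3.31). With PRDM1 it passed with re-centred libraries (-2.67) and in the authors' deposited table (-2.30), and ranged from -3.77 to -1.43 with 1 library left out, passing only without PRDM1 replicate 1. For these moves the cause was not tested, except where the construction is named. Of the other results, 2 lists that were not called by camera with SOX17 reversed and passed with 1 library left out. The median of mesoderm genes ranged from -1.18 without SOX17 replicate 1 (adjusted p = 0.0124) to 0.96 without SOX17 replicate 2 (0.0168), passing in either direction. That of mitochondrially encoded genes ranged from -0.22 without SOX17 replicate 1 (adjusted p = 0.0196) to 0.52 without SOX17 replicate 2 (1.79e-08), again passing in either direction. Otherwise 6214 values of genes stayed on their side of the threshold, 456 no longer passed and 137 newly passed, and of lists 709, 73 and 26, with no further reversal. Depth limits genes near the filter, where 1 read is worth 0.777 to 1.37 normalised counts.

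The replicate number as a block was an alternative, because the groups share the numbers 1 and 2. Deviations from the group means correlated across genes, which are not independent replicates, at 0.253 for control and PRDM1, 0.35 for control and SOX17 and 0.201 for PRDM1 and SOX17. The third principal component (16.2% of the variance) placed the libraries numbered 1 at 10.2 or above and those numbered 2 at 6.64 or below. With 2 numbers the sign pattern of the correlations is 1 of 4, and no label ties the numbers to a shared culture or day. Mitochondrial ribosomal RNA was also higher in replicate 1 than in replicate 2 of each group. It took 4.14% and 1.35% of reads in control, 2.01% and 1.11% with PRDM1, and 6.64% and 1.22% with SOX17. A pairing is thus neither established nor excluded, and the libraries were taken to share only a number. With the block, 362 genes were higher and 121 lower with SOX17 against control (share higher 74.9%), 1500 were higher with PRDM1 against control (54.3%), and 1291 were lower with SOX17 against PRDM1 (54%). Endogenous PRDM1 then passed with SOX17 (3.32, adjusted p = 0.0284) and with PRDM1 (-2.60, adjusted p = 0.0197).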

Other observations

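The list of sterol and fatty acid synthesis genes and the test of re-centred libraries as the whole cause were chosen after the results were seen, as were the corrections for GC content, length and depth.

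Of 31 genes of sterol and fatty acid synthesis, 15 rose in the SOX17 libraries, which also received dexamethasone, against control, and 16 were not called. Their median log2 change was 1.24. The genes were put together after these values had been seen, so a test of them as a set would support nothing and is not given. HMGCS1, an early enzyme of the mevalonate pathway, rose from 11204 ± 4133 to 38241 ± 5026 normalised counts (n = 2 each, 1.82, SE 0.285, limma adjusted p = 0.0487). MVD rose from 2242 ± 749 to 8672 ± 409 (1.99, SE 0.237, limma adjusted p = 0.0419), and INSIG1, a sterol-regulated inhibitor of the pathway, from 1263 ± 477 to 4608 ± 493 (1.92, SE 0.258, limma adjusted p = 0.0419). With PRDM1 against control the median was -0.44, with the sterol regulatory factor gene SREBF1 higher and 2 genes lower, among them ELOVL6. Between SOX17 and PRDM1 the median was 1.70, with 26 higher and SREBF1 lower. As with all genes, no call with SOX17 against control passed in limma without control replicate 2, either PRDM1 library or SOX17 replicate 2, at 1597 to 2128 genes with an unadjusted p under 0.05.

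The glucocorticoid response genes in the SOX17 libraries may reflect the receptor's own response to dexamethasone, since each of these libraries received it. The median of the list was 0.35, between the value above 0.5 set for this explanation, with FKBP5 and TSC22D3 both called higher, and the value below 0.2 set against it, with both under 0.5. ANGPTL4 and DDIT4 rose, while the receptor target FKBP5 stood at -0.86 (SE 0.178, limma adjusted p = 0.0892) and TSC22D3 at 0.76 (SE 0.336, limma adjusted p = 0.372). With PRDM1, where no dexamethasone was given, the same list had a median of 0.40, with 4 of 26 higher, DDIT4 among them, and 2 lower. A response to dexamethasone and one to SOX17 cannot be told apart, because no library received dexamethasone without the SOX17 transgene.

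The integrated stress response genes in the PRDM1 libraries may reflect doxycycline, which can inhibit mitochondrial translation. The values set in advance for this were present over all 6 libraries, with a median of 0.509 (above 0.3) and 7 of 23 members called higher. Without PRDM1 replicate 2 the median was 0.13, below the value set, so the outcome depended on that library. ATF3, SLC7A11 and VLDLR were lower, and the list was also shifted upwards by camera in the SOX17 libraries, which received no doxycycline (limma, adjusted p = 0.0111, and adjusted p = 0.589 with an estimated correlation). No library received doxycycline without the PRDM1 transgene, so that an effect of PRDM1 itself stays open and untested.

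The surplus of higher calls with SOX17 could come from technical trends. It stayed at 81.8% with the GC content and length trend removed and at 86.4% with reads thinned to one depth, which argues against either as the whole cause. Re-centring the libraries left 78.6%, which argues against scaling as the whole cause, and moved the share by at most 5.83 percentage points over both overexpression comparisons. A part played by scaling cannot be told apart from the treatments, since that move lies between the under 5 and over 10 points set beforehand. Without SOX17 replicate 1 both directions gained calls and the share of higher genes fell, as given above. An activating role of SOX17 was not tested here. The paper reports that genes raised by SOX17, unlike those lowered, tended to be bound by it. It also reports that SOX17 activated PRDM1 reporters unless their SOX motifs were mutated.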
